A study of Homo sapiens with 6 samples. Its data were reported in "SF3B1 homeostasis is critical for survival and therapeutic response in T cell leukemia" (2022).

How the data were processed

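MapR libraries of CUTLL1 cells expressing shCtrl or shSF3B1 were analysed from the table of regions that the authors deposited. The labels describe 6 libraries, 3 per group, and the table holds 4 of them, which were matched to groups and replicate numbers by name. The other 2 libraries were not analysed here. The labels and the series text describe the assay in different ways, naming both an RNA library protocol and MapR, and both a hairpin and a drug treatment. The table itself holds regions along the genome with equal strand entries and no gene names, so the values were treated as MapR signal per region, and the groups were taken from the sample titles. The table names the hairpin by a number, which the titles do not.

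Per the study's methods for MapR, reads were aligned to hg19/GRCh37 with Bowtie2, duplicates and reads of low mapping quality were removed, peaks were called with MACS, and reads were counted per peak with BEDTools. Those methods describe the drug treatment and name DESeq2 for the comparison of peaks, whereas the deposited table holds the columns of a likelihood-ratio test in edgeR. The edges of all 27762 regions lie on a grid of 200 bp, and region numbers run to 27953, of which 191 are not listed. How regions were merged and which of them were left out before the table was written is not stated. All libraries were counted over the same regions, so a difference between groups is a difference in reads. Which libraries the regions were called from is not stated. Whether the choice of regions favoured either group, which would matter most for weak regions, could not be checked. No control for background, such as input or a library without the nuclease fusion, was used here.

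The CPM values were computed by the authors as reads scaled to a total close to the reads in the regions of that library, without a further scaling factor. The deposited log2 fold changes and mean log2 CPM came from the authors' fit in edgeR, and they differ from the log2 ratio of mean CPM by a median of 0.05. The deposited likelihood-ratio score and the deposited p-value and adjusted p-value belong to the same fit, and 2 flags mark regions with an adjusted p under 0.01, 487 higher and 287 lower. Removal of duplicate reads lowers the count where fragments pile up, which compresses the strongest regions. Scaling to reads inside regions fixes the total, so that a rise in some regions lowers the others.

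Every CPM value was a whole multiple of the value of 1 read, which is 0.419 and 0.388 CPM in the shCtrl libraries and 0.332 and 0.351 CPM in the shSF3B1 libraries. Whole reads were recovered for 100.0% of values in each library, and gave totals of 2385610, 2578559, 3010898 and 2851869 reads. The totals to which the CPM were scaled are larger by 0.0106% to 0.013% of the reads, which lie outside the listed regions. The number of all mapped reads per library was not used here.

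The tests, the alternatives, the gene lists and the rule for named regions were fixed before the data were examined, for gene expression in 6 libraries. They were applied here to regions in 4 libraries. The main test was limma (version 3.58.1) in R (version 4.3.3), with a trended and robust empirical Bayes fit on log2(CPM + 1) and group as the only term, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(CPM + 1) scale, which understates changes of weak regions. Regions with at least 1 CPM in at least 3 libraries were tested, and 168 were filtered out. Adjusted p-values in the text are from limma unless another test is named. Alternatives were a pseudocount of 0.1, no filter, at least 5 CPM in at least 3 libraries, rescaling by median ratios, a threshold of 0.01, a minimum absolute log2 fold change of 1, regions at protein-coding genes only, each library left out in turn, the authors' deposited test, and edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads. The removal of the density trend was added after the data were examined. For the tests of regions and lists, a lowess of each library's deviation from the region's mean on log2 CPM per kb was subtracted. For medians per chromosome, arm or distance, a running median was subtracted instead. Because mean density includes both groups, it was not independent of the change. With 2 libraries per group, leaving out 1 library leaves a group of 1, so these comparisons gave values and no tests.

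The genome and annotation used were GRCh37 and the GENCODE annotation lifted to it, the same build as the authors'. Of the regions, 24.99% lay within 1000 bp of a protein-coding 5′ end, against 5.49% of random regions of the same widths on the same chromosomes, and 0 ran past a chromosome end. Coordinates are given as in the deposited table. Each region was assigned to 1 class in the order promoter, gene body, long noncoding RNA only, and intergenic. A gene was represented by the region with the highest mean signal within 1000 bp of its 5′ end, and genes that share a region cannot be separated. The gene lists held 184 DNA repair, 69 G2-M, 105 spliceosome, 40 R-loop factor and 35 p53 target genes, written by hand, of which 74, 24, 32, 14 and 19 had a region (30.5% to 54.3%). The results for lists therefore describe the part of each list with R-loop signal. The shift of a list was its median log2 fold change minus that of all promoter regions, tested with camera. The plan had set lists against all genes tested. Promoter regions were used instead once the values proved to be regions, so that lists were not compared with gene bodies. Named regions were those of the U2 list and the DNA damage response list, and the 5 largest rises and 5 largest falls under the rule given with them.

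For medians per class, chromosome or list, the deviation of each library from the region's mean was taken, and the difference between groups was set against the pooled SD within groups (n = 2). For matched comparisons the medians were compared within 20 bins and weighted by the smaller class. Permutation tests used 100000 resamples (Python 3.11.15, scipy 1.17.1). The tests were run on simulated reads with the real means and totals and 200 changed regions. limma recovered 89.0% of the 200 changed regions with 6 false calls among 27613 regions, edgeR recovered 89.0% with 5, and DESeq2 61.5% with 0. With no change simulated, each made 0 calls among 27625 regions. The changed regions were drawn only from those above a minimum mean of reads. Limma's median log2 fold change of those raised was 0.994. No density or chromosome trend between the groups was simulated in these reads. The shares recovered therefore do not apply to weaker regions, to smaller changes or to data with such trends. A simulated promoter difference of 0.1 on top of a density trend in 27762 regions was recovered as 0.10 within density bins, against 0.24 without bins. That trend was built on the same density that defined the bins, so the recovery checks the calculation only.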

Results

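R-loops, in which nascent RNA pairs with its template and leaves the other DNA strand single, were profiled by MapR in CUTLL1, a human T cell acute lymphoblastic leukemia cell line. In this assay a nuclease is tethered to an RNase H that binds hybrids but cannot digest them, and the DNA it releases is sequenced. The comparison was between cells expressing a control short hairpin (shCtrl) and cells expressing a hairpin against SF3B1 (shSF3B1), the component of the U2 small nuclear ribonucleoprotein that recognises the intron branch point. The labels name 3 libraries per group, and 4 of these 6 libraries were analysed here: shCtrl replicates 1 and 2 and shSF3B1 replicates 2 and 3. The deposited values are CPM, reads scaled to the total of each library, in 27762 genomic regions on hg19/GRCh37, with a median width of 3400 bp and a combined length of 133.2 Mb. The reads behind the values totalled 2385610 and 2578559 in shCtrl replicates 1 and 2, and 3010898 and 2851869 in shSF3B1 replicates 2 and 3. The median region held 52 to 60 reads per library. At this depth 3 reads, the upper limit that a count of 0 allows, correspond to 1.26 and 1.16 CPM in the shCtrl libraries and to 0.996 and 1.05 CPM in the shSF3B1 libraries. Because each library is scaled to its own reads inside the regions, the values measure how R-loop signal was distributed among the regions and not its total amount.

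Replicates of a group resembled each other more than libraries of different groups. The Pearson correlation of log2(CPM + 1) across regions was 0.950 between the shCtrl libraries and 0.960 between the shSF3B1 libraries, against 0.929 to 0.935 for the pairs across groups. Regions are not independent replicates, so these correlations describe the libraries only. The chi-square of the reads of a pair, divided by its degrees of freedom, was 1.92 for the shCtrl pair and 1.99 for the shSF3B1 pair, so replicates differed by more than counting error and none was a second copy of another. It was 3.43 to 3.70 across groups. The SF3B1 gene itself was not analysed here, because no region lay near its 5′ end, and the silencing therefore could not be checked from these values.

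To ask how SF3B1 silencing altered the distribution of R-loops, each region was tested with limma on log2(CPM + 1), two-sided, with Benjamini-Hochberg adjustment over the 27594 regions that passed the filter on low values. Of these, 1093 regions (3.96%) had an adjusted p under 0.05, 471 of them higher and 622 lower in shSF3B1. The median absolute log2 fold change among these regions was 0.74, and 314 changed by at least 1 on the log2 scale, of which 290 fell and 24 rose. The direction of the calls depended on how the libraries were scaled. With the values as deposited 43.1% of the calls were higher, and with each library rescaled by its median ratio to the geometric mean 62.8% of 1228 calls were higher. Removal of a trend with signal density, described below, left 107 regions, the lowest count apart from a stricter threshold. The authors' deposited table, from a likelihood-ratio test in edgeR, lists 2329 regions with an adjusted p under 0.05, 1329 higher and 1000 lower. It includes 1074 of the 1093 regions called here, all 1074 with the same direction. edgeR's quasi-likelihood test on the recovered reads called 1252 regions, and DESeq2 called 127.

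**Figure D1:**
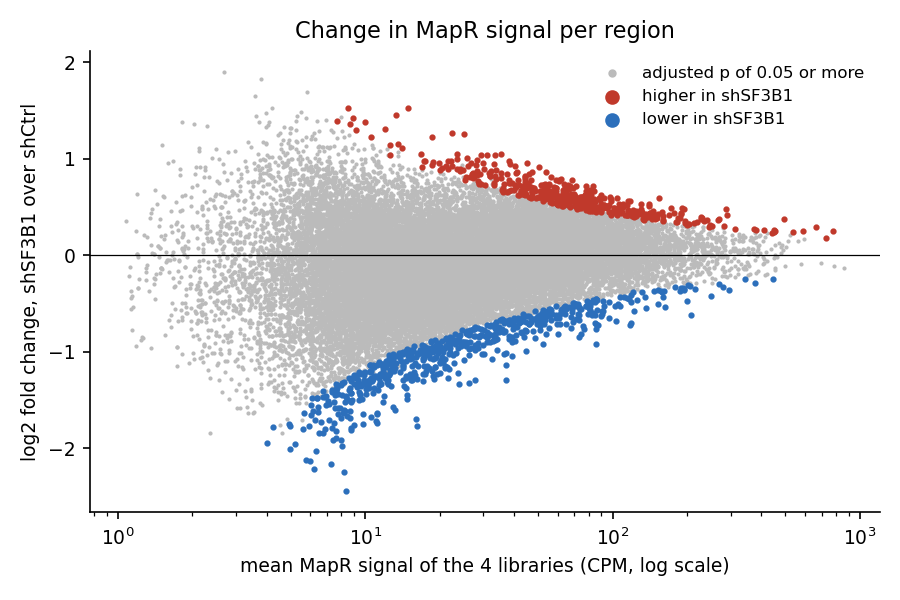
Each point is 1 of 27594 regions, with the mean signal of the 4 libraries in CPM (log scale) on the horizontal axis and limma's log2 fold change of shSF3B1 over shCtrl on the vertical axis. The 622 regions called lower (blue) lie mostly at low signal and the 471 called higher (red) mostly at high signal, with the values scaled as deposited.

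The regions named here were chosen by a rule, as the largest changes with an adjusted p under 0.05, a mean of at least 10 CPM in at least 1 group, and no overlap between the groups. Of the regions tested, 52.7% had no overlap between the groups, against 33.3% expected for 2 libraries against 2 by chance. The largest rise lay on chromosome 2 at 158484200 to 158485799, a stretch that holds the first exon, with 5′ UTR and coding sequence, of ACVR1C. Its signal was 7.31 ± 2.11 CPM (SD, n = 2) in shCtrl and 22.5 ± 2.03 CPM (SD, n = 2) in shSF3B1, a log2 fold change of 1.52 (SE 0.30, limma adjusted p 0.00984). The other 4 rises lay in an intron of MN1 on chromosome 22 (28180000 to 28182399, log2 fold change 1.52), between genes on chromosome 8 (29355000 to 29357999, 1.45), over an exon with UTR of TRIOBP on chromosome 22 (38092600 to 38093799, 1.42) and between genes on chromosome 2 (196277800 to 196279399, 1.39). Their limma adjusted p-values ran from 0.0133 to 0.0489. The largest fall lay on chromosome 10 at 126823000 to 126826199, inside an intron of CTBP2. Its signal was 14.8 ± 1.67 CPM (SD, n = 2) in shCtrl and 1.88 ± 0.31 CPM (SD, n = 2) in shSF3B1, a log2 fold change of -2.45 (SE 0.42, limma adjusted p 0.00498). The reads there numbered 38 and 35 in the shCtrl libraries and 5 and 6 in the shSF3B1 libraries. The other 4 falls lay over an exon with UTR of C1orf198 on chromosome 1 (230971400 to 230974399, log2 fold change -2.25), between genes on chromosome 10 (43531800 to 43533199, -2.22), over an exon of the long noncoding RNA RNF32-DT on chromosome 7 (156397600 to 156399599, -2.17) and in an intron of ALDH5A1 on chromosome 6 (24525000 to 24526799, -2.13). Their limma adjusted p-values ran from 0.00899 to 0.0215. After removal of the density trend, the adjusted p was under 0.05 at ACVR1C (0.0251), MN1 (0.0495), the chromosome 8 region (0.0103), CTBP2 (0.0138) and C1orf198 (0.0251), and between 0.0618 and 0.0736 at the other 5. These 10 regions held between 1 and 72 reads per library, so their fold changes are imprecise.

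The study examined where in the genome R-loops changed, and the regions were therefore compared by position. This comparison, and those by density and by chromosome that follow, were chosen after the data were examined. Of the 27762 regions, 6937 lay within 1000 bp of the 5′ end of a protein-coding gene (promoter regions), 13364 elsewhere over a protein-coding gene (gene-body regions), 2287 over a long noncoding RNA only, and 5174 between genes. Promoter regions took 44.3% ± 0.0133 (SD, n = 2) of the reads in shCtrl and 48.5% ± 0.59 (SD, n = 2) in shSF3B1. The share was 44.3% (Wilson 95% confidence interval 44.2% to 44.4%) in shCtrl replicate 1, 44.3% (44.2% to 44.4%) in shCtrl replicate 2, 48.03% (47.98% to 48.09%) in shSF3B1 replicate 2 and 48.9% (48.8% to 48.9%) in shSF3B1 replicate 3. These intervals cover counting error only. Gene-body regions took 38.04% ± 0.0141 (SD, n = 2) in shCtrl and 35.0% ± 0.31 (SD, n = 2) in shSF3B1. Both differences exceeded the spread between replicates, with every shSF3B1 library on one side of every shCtrl library. With 2 libraries per group an exact permutation test cannot go below a two-sided p of 0.333, which is the value it gave for both.

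**Figure D2:**
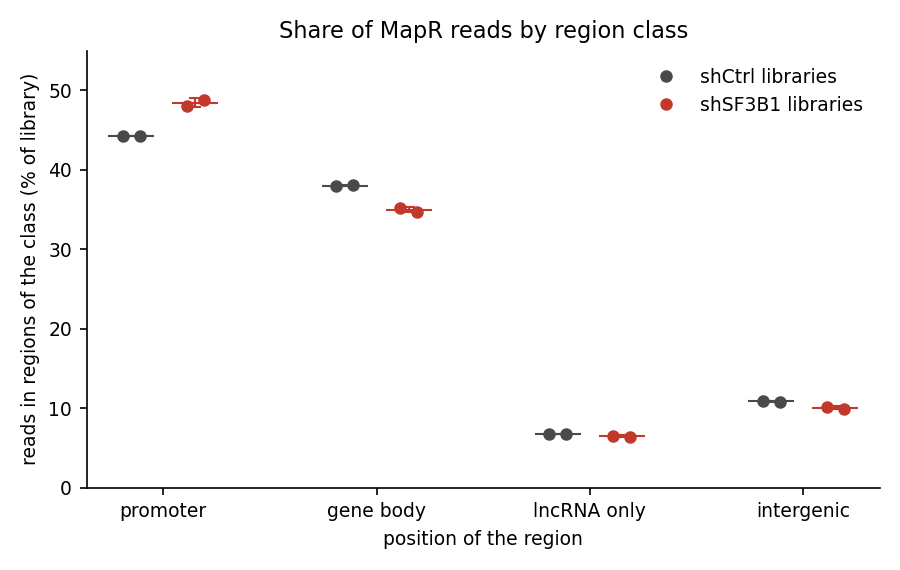
The percentage of each library's reads that fell in regions of each class, with 1 point per library and a horizontal bar with whiskers for the mean and SD of each group (n = 2). Promoter regions held 44.3% in both shCtrl libraries and 48.03% and 48.86% in the shSF3B1 libraries, and the other 3 classes were lower in shSF3B1.

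The same difference appeared region by region. The median log2 fold change was 0.15 over the 6931 promoter regions tested, -0.16 over the 13253 gene-body regions, -0.09 over the 2266 regions on long noncoding RNAs only and -0.13 over the 5144 regions between genes. Promoter regions accounted for 358 of the 471 regions called higher and for 44 of the 622 called lower. Gene-body regions accounted for 77 of the higher and 401 of the lower calls. The promoter median exceeded the gene-body median by 0.31, and by 0.30 with an SD between libraries of 0.02 when each library's median deviation was used. This difference was 0.28 to 0.33 in the 4 comparisons that each left out 1 library.

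The change also followed the signal density of a region, its mean CPM per kb. Across regions, which are not independent replicates, Spearman's rho between density and log2 fold change was 0.40. The median log2 fold change was -0.26 in the density decile with the weakest signal (median 2.85 CPM per kb) and 0.23 in the one with the strongest (median 18 CPM per kb). In the weakest decile 77 of 79 calls were lower, and in the strongest 231 of 234 were higher. When promoter and gene-body regions were compared within 20 bins of density, their difference was 0.11 with an SD between libraries of 0.02, so that it was smaller but still exceeded the spread between replicates. Within bins of GC content it was 0.30, and within bins of region width 0.32. Of 5 properties examined across regions, GC content and width had rho of 0.04 and -0.03 with the change, mean signal 0.23 and CpG dinucleotides per kb 0.31.

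**Figure D3:**
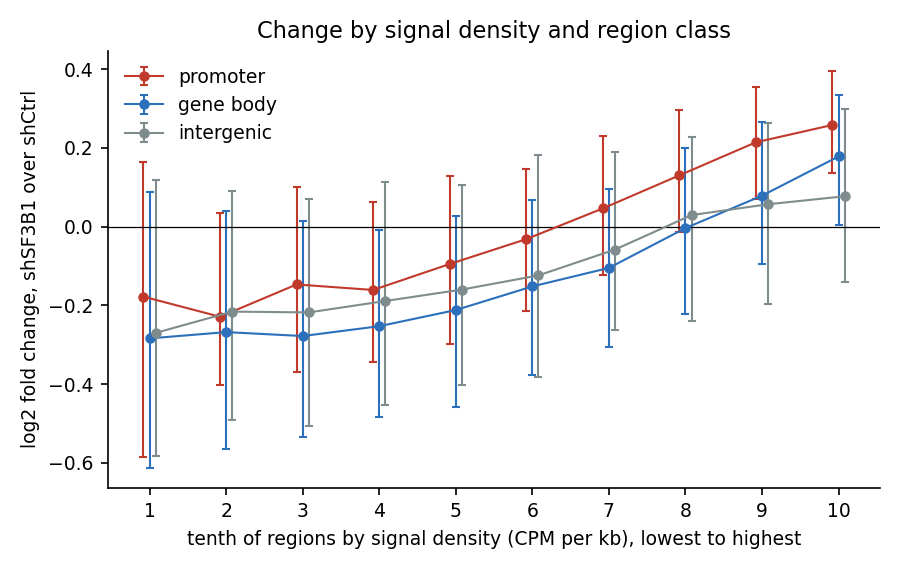
The median log2 fold change of shSF3B1 over shCtrl (vertical axis) in 10 bins of regions ordered by signal density in CPM per kb (horizontal axis), for promoter, gene-body and intergenic regions, with whiskers from the lower to the upper quartile of regions. All 3 classes rise with density, and the promoter median lies above the gene-body median in each bin.

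The signal also differed by chromosome once the trend with density had been removed. On chromosome 20, which held 1390 of the regions tested, 94 of the 100 regions called were lower in shSF3B1 with the trend left in. With the trend removed, 24 regions were called there, 24 lower and 0 higher. The median deviation of its regions from their mean over the 4 libraries was 0.08 in both shCtrl libraries, -0.07 in shSF3B1 replicate 2 and -0.10 in shSF3B1 replicate 3, a difference of -0.17 on the log2 scale with an SD between libraries of 0.02. Regions of the X chromosome differed in the other direction, by 0.20 with an SD of 0.02 over 345 regions. These 2 chromosomes had the largest differences of all those compared, and they were singled out after their values were seen.

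**Figure D4:**
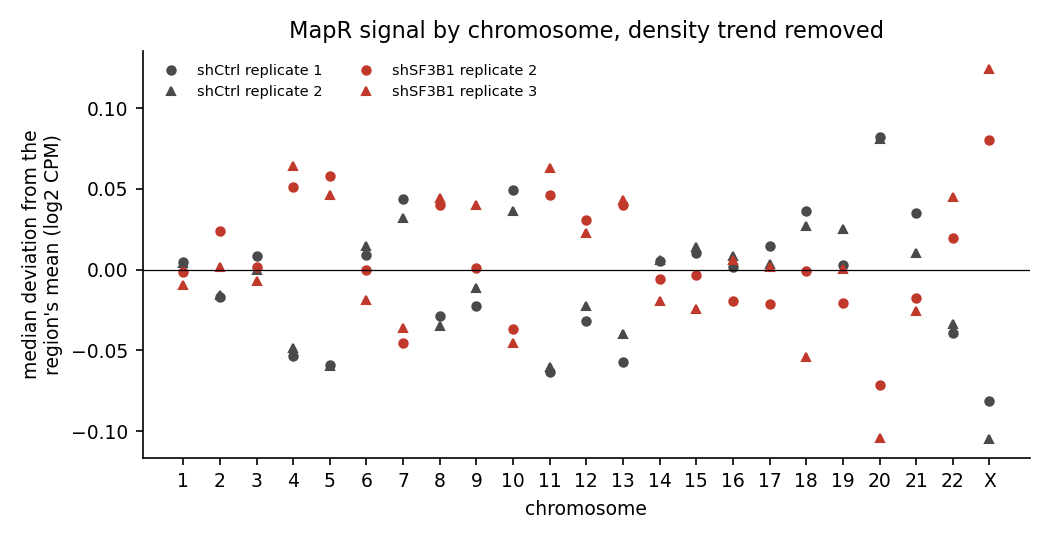
For each chromosome (horizontal axis), the median deviation of its regions from their mean over the 4 libraries in log2 CPM after removal of the density trend (vertical axis), with 1 symbol per library. The shCtrl libraries lie at 0.08 and the shSF3B1 libraries at -0.07 and -0.10 on chromosome 20, and the order is the opposite on X.

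Since the study described altered splicing of DNA damage response transcripts and of U2 function, R-loop signal at the promoters of these genes was examined next, with fixed gene lists. Of 10 named DNA damage response genes, 4 had a promoter region. At CHEK2, the region on chromosome 22 from 29137200 to 29139799 covers the first exon with 5′ UTR and is shared with the divergent gene HSCB. Its signal was 64.1 ± 1.24 CPM (SD, n = 2) in shCtrl and 78.6 ± 5.43 CPM (SD, n = 2) in shSF3B1, a log2 fold change of 0.29 (SE 0.14, limma adjusted p 0.229). The regions of GTF2H1 (chromosome 11, 18342800 to 18345999, shared with HPS5), ATR (chromosome 3, 142295600 to 142298599) and FANCG (chromosome 9, 35077400 to 35080799), all over first exons with UTR, had log2 fold changes of 0.31, 0.20 and 0.16. None of the 4 regions had an adjusted p under 0.05, over all regions or adjusted over the list alone (0.208 to 0.387), and 0 had an unadjusted p under 0.05. Of 10 genes of the U2 complex other than SF3B1, 4 had a promoter region, and each region was shared with a neighbouring gene. The log2 fold changes were 0.24 at SF3A1 (chromosome 22, 30750400 to 30755199), 0.21 at SF3B6 (chromosome 2, 24298400 to 24302599), 0.17 at SF3B2 (chromosome 11, 65811600 to 65821199) and -0.15 at SF3A2 (chromosome 19, 2222800 to 2244799). Here too 0 regions had an adjusted p under 0.05, the p-values being 0.355 to 0.416 over all regions and 0.168 adjusted over the list alone, and 0 had an unadjusted p under 0.05. With standard errors of 0.10 to 0.19, changes as small as the promoter median of 0.15 were not detectable at single regions. After removal of the density trend, the log2 fold changes were 0.013 at CHEK2, 0.132 at GTF2H1, -0.014 at ATR and 0.012 at FANCG. Those at the U2 genes were 0.079 at SF3A1, -0.031 at SF3B6, 0.039 at SF3B2 and -0.122 at SF3A2. The rise at CHEK2 could therefore not be separated from the density trend.

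Lists of functionally related genes were compared with all 6845 promoter regions assigned to genes, whose median log2 fold change was 0.15. The 5 lists formed 1 family of tests with limma's camera at a preset correlation of 0.01. Spliceosome genes (32 regions) lay 0.15 above the promoter median, with 30 of 32 regions above 0 (adjusted p 0.0361). Genes of R-loop factors (14 regions) lay 0.17 above it, with 14 of 14 above 0 (adjusted p 0.0361). DNA repair genes (74 regions) lay 0.04 above it (camera p 0.0478, adjusted p 0.0797), and without shCtrl replicate 1 the shift was -0.02. G2-M genes (24 regions) lay 0.08 above it (adjusted p 0.218), a shift that was 0.17 without shCtrl replicate 1 and 0.05 without shSF3B1 replicate 3. Targets of p53 (19 regions) lay 0.02 above it (adjusted p 0.881), and this shift was negative in 3 of the 4 comparisons that left out 1 library, from -0.05 to 0.07. Neither the spliceosome nor the R-loop factor call held with an estimated correlation (adjusted p 0.339 for both) or under fry (0.317 and 0.185). With 2 libraries per group these tests rest on few degrees of freedom, so they leave the calls undecided. Both lists had denser signal than promoters at large, with medians of 15.9 and 17.8 CPM per kb against 10.4, and after removal of the density trend their shifts were 0.05 and 0.01 (adjusted p 0.591 and 0.757).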

Values the study reported

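With MapR after 24 hours of the SF3B1 inhibitor E7107, the study reported 12,568 peaks in treated CUTLL1 cells and 17,303 peaks in vehicle-treated cells. Those counts are from the drug treatment, not from the hairpins.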

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

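No paired analysis was possible because the groups compared share fewer than 2 replicate numbers among the libraries analysed. Leaving out a library leaves a group of 1, so no count of calls exists for those comparisons. Removal of the density trend, and every alternative for the promoter comparison, were chosen after the data were examined.

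The count of changed regions, 1093, stayed within 1.5 times under a pseudocount of 0.1, no filter, a filter at 5 CPM, median-ratio rescaling, edgeR's quasi-likelihood test and protein-coding genes only, from 947 to 1252. It was 127 with DESeq2 (105 higher, 22 lower), 2329 in the authors' deposited table (1329 higher, 1000 lower), 107 after removal of the density trend (36 higher, 71 lower), 49 at an adjusted p under 0.01 (14 higher, 35 lower) and 314 with an absolute log2 fold change of at least 1 (24 higher, 290 lower). The threshold and the minimum change count fewer regions by construction. For the other settings the cause was not tested. DESeq2 recovered fewer changed regions in simulated data as well. All 127 of its calls, 941 of the 1252 by edgeR and 95 of the 107 without the density trend were among the 1093.

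The number of higher regions, 471, rose to 771 under median-ratio rescaling and to 773 with edgeR. The share of higher calls was 43.1% with the deposited scaling, 62.8% under rescaling, 61.7% with edgeR, 57.1% in the authors' deposited table, 82.7% with DESeq2 and 33.6% without the density trend. Rescaling moved the median log2 fold change of all regions from -0.06 to 0.00, and a count of higher against lower regions near the threshold follows from where 0 is placed. No region of the U2 or DNA damage response genes was called under any of the 9 alternatives tried for each.

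The spliceosome shift of 0.152 was past the threshold under 6 alternatives (adjusted p 0.016 to 0.0374). It was not past it after removal of the density trend (shift 0.0527, camera adjusted p 0.591). Nor was it with an estimated correlation (shift 0.152, adjusted p 0.339) or under fry (shift 0.152, adjusted p 0.317). The R-loop factor shift of 0.170 behaved alike. Without the density trend it was 0.0127 (camera adjusted p 0.757). With an estimated correlation and under fry it stayed 0.170, with adjusted p 0.339 and 0.185. Both of these tests rest on few degrees of freedom with 2 libraries per group. Without the density trend the G2-M shift of 0.0845 vanished (-0.000983, adjusted p 0.757). The p53 target shift of 0.0224, which was within its SD between libraries of 0.0408, became -0.102 (adjusted p 0.591). The DNA repair shift of 0.0373, also within its SD of 0.0476, became 0.0197 without the density trend (adjusted p 0.896). Its adjusted p was 0.339 with an estimated correlation and 0.592 under fry. Across the 4 comparisons that each left out 1 library, the shifts ran from -0.0172 to 0.0891 for DNA repair, 0.0519 to 0.168 for G2-M, 0.118 to 0.205 for spliceosome, 0.120 to 0.183 for R-loop factor, -0.0491 to 0.0669 for p53 target and -0.105 to -0.0573 for intronless genes. The intronless shift of -0.0746 was past the threshold under the other alternatives but not without the density trend (-0.0334, camera p 0.204), with an estimated correlation (-0.0746, p 0.245) or under fry (-0.0746, p 0.0578).

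The promoter minus gene-body difference of 0.312 was 0.303 to 0.326 under the other alternatives, 0.1 without the density trend, and 0.278 to 0.326 with 1 library left out. The chromosome 20 shift kept its direction under every alternative, from -0.210 to -0.176. Depth, from 2385610 to 3010898 reads per library, limits single regions more than these medians over many regions.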

Other observations

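The tests of signal density, of distance along genes, of density with GC content on chromosome 20 and of the relation across arms within region classes were chosen only after the result was seen.

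Of the 3 ways to divide the 4 libraries into pairs, 1, the division by hairpin, gave as many changed regions as the 1093 observed. The other 2 gave 0 calls, with 241 and 248 regions at an unadjusted p under 0.05 against 6145. With 3 divisions the share cannot fall under 0.333, so chance and the hairpin cannot be told apart by this count.

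Promoter regions rose against gene-body regions in shSF3B1, by 0.299 on the log2 scale. Depth does not account for it, since the difference was 0.302 after thinning all libraries to the smallest total. Within bins of GC content it was 0.296 and within bins of width 0.321, so neither property accounts for it. CpG dinucleotides per kb had a closer relation to the change (Spearman's rho 0.311), and the difference was not compared within bins of that property. A lower share of background reads in the shSF3B1 libraries may account for most of it, since background weighs most where signal is weak. Within density bins the difference fell to 0.114, with an SD between libraries of 0.0204, which argues against density as the whole cause. Density averaged over a region is an imperfect measure of background, so part of the remainder could still be technical. A biological candidate is transcription that reaches less far along genes after SF3B1 silencing, as the study described impaired elongation with a drug. After removal of the density trend, gene-body regions in the most distant quintile of positions (median 206 kb from the 5′ end) lay lower than those in the nearest (median 7.99 kb) by -0.0310, with an SD of 0.0122. With the trend left in, the difference was -0.0831 with an SD of 0.0174, to be set against 0.299. Both values go the way that explanation needs. The value without the trend, -0.0310, is small beside 0.114, and most of that step came before the second bin. Background and hairpin are confounded in 4 libraries, and a library without nuclease targeting would separate them.

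Chromosome 20 was lower in shSF3B1 in all 4 region classes (-0.162 in promoter regions, -0.203 between genes) and in all 7 windows of 10 Mb, from -0.246 to -0.0461, though in 1 window of 49 regions the shift was within its SD of 0.0653. Within bins of density and GC content the shift was -0.178 with an SD of 0.00477, which argues against those properties as the whole cause. Arms of a chromosome did not always move alike, with -0.0765 on 2p and 0.128 on 2q, and 0.0455 on 10p and -0.100 on 10q. Over 41 chromosome arms with at least 50 regions, the shift fell as the number of regions outside promoters per promoter region rose (Spearman's rho -0.643, permutation p 3e-05, Benjamini-Hochberg adjusted over 3 relations 9e-05, and Pearson's r -0.686, permutation p 1e-05, the smallest the permutations can give). Without the 2 arms farthest from the median on the log2 scale of that ratio, Xp and 4q, rho was -0.585 and r was -0.548, and without chromosome 20 rho was -0.606. Of 3 relations computed across arms, those with GC content (rho 0.158, p 0.323) and number of promoter regions (rho -0.135, p 0.398) did not pass (adjusted p 0.398 for both). Part of this relation is built in, because promoter regions lay higher than others even without the density trend. With the median of each class removed, rho was -0.606 (permutation p 8e-05, Benjamini-Hochberg adjusted over 4 relations 0.00016). It was -0.528 over promoter regions, -0.630 over gene-body regions and -0.487 over intergenic regions, the largest adjusted p being 0.0013, so the share of promoter regions is not the whole cause. Arms are not independent samples. The relation that remains is consistent with a lower background share in shSF3B1, if arms present in more copies gain more weak regions from background. That account also needs the shift to vanish where signal is strong. On chromosome 20 it did not: the shift was -0.147 in the densest quintile and -0.108 in the least dense. The change between them was -0.0391 with an SD of 0.0183. Density is an imperfect measure of background, so background may remain in the densest quintile. The log2(CPM + 1) scale also understates the shift of weak regions. This comparison therefore cannot exclude background alone as the cause on chromosome 20. On X the shift was 0.0823 in the densest quintile and 0.179 in the least dense, a change of -0.097 with an SD of 0.0676. The fall was not steady, since the quintiles between ran from 0.205 to 0.321. With an SD of 0.0101, the shift in the densest quintile of X did not vanish either. Fewer copies of chromosome 20 in the shSF3B1 cells would give an equal shift at every density, except that the log2(CPM + 1) scale understates changes of weak regions. The observed shifts, -0.108 to -0.235 over quintiles, neither vanish nor stay equal. The smallest, -0.108, was in the least dense quintile, where the scale could lower it. The shift in the densest quintile, -0.147, was also smaller than that in the fourth, -0.235. A copy-number difference between the cultures therefore cannot be told apart from other causes here. Sequencing of genomic DNA from both cultures would settle it.

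Genes that need no splicing had been proposed to be less reduced by SF3B1 silencing. Promoter regions of 147 intronless genes had a median log2 fold change of 0.08 against 0.16 for 6624 regions of genes with introns, a difference of -0.0746 in the opposite direction (permutation p 0.00557, SD between libraries 0.0297). Within bins of mean signal and exonic width the difference was -0.0187 (permutation p 0.560), and within bins of density -0.05 (permutation p 0.0873). The lower value of intronless genes is therefore in line with a difference in signal or exonic width, and no effect of lacking introns was detectable.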
